A study of Mus musculus with 8 samples. Its data were reported in "Med23 serves as a gatekeeper of the myeloid potential of hematopoietic stem cells" (2018).

How the data were processed

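Single hematopoietic stem cells (HSCs) from mice carrying a conditional allele of Med23, a subunit of the Mediator complex, were profiled by RNA sequencing. Per the labels there were 8 libraries, 4 from control mice (WT) and 4 from mice in which the Mx1-cre transgene deletes Med23 after poly(I:C) injection (KO). Each cell was picked by hand after sorting, and its messenger RNA was copied from the 3' poly(A) tail with an oligo-dT primer that holds a cell barcode and a unique molecular identifier (UMI), so that copies of 1 molecule are counted once.

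The authors aligned the reads to a mouse transcriptome of build mm9, counted UMIs per gene, removed cells with low mapping, few genes or few transcripts, removed genes with a low average count and normalized the counts; the aligner and the normalization method were not stated. The values they deposited are log2 of the normalized count plus 1, for 10720 genes in 586 cells. Column names give the genotype and a cell number but not the library, so the 4 libraries of a genotype could not be separated and each genotype was treated as 1 pooled sample, 304 cells labelled WT and 282 labelled KO. There is therefore no replicate, and no p-value, standard error or number of changed genes was computed. The design written before the data were examined had assumed raw counts per library; its fallback for a table that gives the genotype only was used, which reports values with counting intervals.

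Within each cell, the deposited values with the log2 undone were whole multiples of the smallest value above 0, so the UMI counts were recovered by dividing by that step and rounding. With a tolerance of 0.01 of a count, 100% of the values above 0 were whole, and the largest distance from a whole number was 0.00311. The size factors obtained had a mean of 1 over cells and ranged from 0.118 to 5.43. The lowest mean recovered count of a gene over the 586 cells was 0.201, which lies above the stated minimum of 0.2. No column of the table was left without a label.

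The cell filter stated by the study, 2000 detected genes and 20000 UMIs, was applied to the genes in the table. It kept 493 of the 586 cells, 259 labelled WT and 234 labelled KO. It left out 45 cells labelled WT and 48 labelled KO: 92 cells had under 20000 UMIs and 5 had under 2000 genes. The genes removed by the authors are not in these sums, so a cell can fall under the minimum here and above it in the full data. No doublet caller was run, since cells were picked by hand, and cells were neither clustered nor given types.

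UMIs were summed over the kept cells of each label and expressed as counts per total UMIs, scaled to CPM (1000000 UMIs). The log2 ratio is the CPM of the pool labelled KO over that of the pool labelled WT, with pooled counts under 3 raised to 3. Ratios have exact 95% intervals (Clopper-Pearson, from the share of the 2 counts), CPM values exact Poisson intervals and shares of cells exact binomial intervals (Clopper-Pearson). All of these cover counting error only, not the difference between animals or libraries. The intervals of ratios and CPM also leave out the spread between cells, and are too narrow where the UMIs of a gene gather in a few cells. Shares of cells with a UMI were computed after each kept cell was thinned at random to 20000 UMIs. Gene lists were written from general knowledge before the data were examined, and genes were matched by symbol, or by a synonym that is not the symbol of another gene in the RefSeq annotation of GRCm38.p6. For lists with at least 3 genes in the table, the median log2 ratio was placed among the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression. This percentile describes these pools and is not a test; under an alternative it was taken among random lists of the same alternative. The lists were granulocyte-macrophage (GM) progenitor, megakaryocyte, erythroid, lymphoid, HSC maintenance, sort markers, S phase, G2M phase, interferon response, immediate early, Mediator subunits, Y-linked, X inactivation, neutrophil, macrophage, and stroma and endothelium. Transcriptome similarity was Pearson's r across genes of log2(CPM + 1).

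The genes named are Med23, 18 genes the study names, the Y-linked genes, and the 5 genes with the largest ratio each way among the 9325 genes with a mean of at least 0.5 UMI per kept cell. Other genes named were chosen after their values were seen. Alternatives planned beforehand were every cell in the table, a minimum of 3000 genes and 30000 UMIs, cells thinned to 20000 UMIs before summing, median-of-ratios and upper-quartile scaling, the mean over cells of log2(CPM/100 + 1), other thinning depths and a minimum of 2 UMIs for shares, and Spearman's rho, a pseudocount of 0.1 and genes with a mean above 1 UMI for similarity. Alternatives added after seeing the data were TMM scaling (trimming 30% of ratios and 5% of mean levels), the authors' normalized values averaged over cells, leaving out the cell with the most UMIs of each gene, list genes with a mean above 1 UMI, list genes the study does not name, a thinning depth of 10000 UMIs in the same kept cells, and leaving out cells with over 1000 CPM from a list of 20 oocyte genes. GC content and length were taken from the longest transcript of each symbol in GENCODE, matched for 98.5% of genes; no coordinates are given, since that annotation is of another build than the files.

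The computation used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. It was tested on simulated data for the comparison of KO with WT over 10720 genes, of which 100 were doubled and 100 halved in the simulated KO cells. All counts (100%) were recovered from the simulated log2 values, the median estimated log2 ratio was 0.99 for the doubled and -1.01 for the halved genes, and the 95% interval held 1 for 94.5% of 2000 unchanged genes. A list of 15 doubled genes lay at percentile 100 and a list of 15 unchanged genes at percentile 23.4. The simulated counts were Poisson draws from 1 profile shared by all cells, so interval coverage near 95% was built in. It does not show that the intervals hold for the real cells, where the UMIs of a gene can gather in single cells.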

Results

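To compare the transcriptomes of HSCs labelled WT and KO for Med23, UMI counts were examined in 586 single cells sorted as lineage-negative, Sca1-positive, c-Kit-positive cells with the CD150+CD34-CD48- phenotype. There were 304 cells labelled WT and 282 labelled KO. Because the table does not tell the 4 libraries of a genotype apart, each label was 1 pool and no difference below has a replicate check. In all, 39085410 UMIs were recovered, 22155526 in cells labelled WT and 16929884 in cells labelled KO. Single cells held 8038 to 496293 UMIs in the WT pool and 10019 to 467384 in the KO pool.

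The depth per cell was compared first, since it bears on every other value. Among the 493 kept cells, the median was 59649 UMIs in 259 cells labelled WT and 50281 in 234 cells labelled KO, a ratio of 0.843. The median number of detected genes was 3806 and 3594.5, respectively. The quartiles of UMIs per cell, 36174.5 and 104637 in WT and 32297.8 and 82254.2 in KO, overlapped widely. The ratio of median UMIs moved most with a minimum of 3000 genes and 30000 UMIs, to 0.777. The 10 most abundant genes took 8.34% of UMIs in the WT pool and 9.03% in the KO pool.

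Med23, the gene targeted in the KO mice, was examined as a check of the labels. It had 122 UMIs in the pool labelled WT and 117 in the pool labelled KO, or 5.68 CPM (95% interval 4.72 to 6.78) and 7.23 CPM (5.98 to 8.67). The log2 ratio was 0.35, with a counting interval from -0.03 to 0.73, so Med23 was not lower in the pool labelled KO. A single cell labelled KO held 28 of these UMIs, and without it the log2 ratio was -0.05. It was -0.40 with a minimum of 3000 genes and 30000 UMIs, where 107 and 59 UMIs were left, and the interval of the ratio was 0.542 to 1.05. The direction of Med23 changed with the processing, so this gene neither bears out the labels nor goes against them. Every direction below is that of the pool labelled KO relative to the pool labelled WT.

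Across 10720 genes, the log2 ratio had a median of 0.02 and 5th and 95th percentiles of -1.45 and 1.18. Median-of-ratios and upper-quartile scaling shifted every ratio by -0.03 and -0.02. To ask how similar the pools were over the whole transcriptome, their log2 CPM values were correlated across genes, which are not independent replicates. Pearson's r was 0.905 and Spearman's rho was 0.918. With 117 cells on each side, the median r over 20 random divisions was 0.930 within cells labelled WT, 0.932 within cells labelled KO and 0.877 between the labels. The setting that moved r most was a pseudocount of 0.1, to 0.864.

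The study picked Itgam, Tyrobp and Ddx4 as higher in KO cells, and Mt1, Esam and Gimap4 as lower, on these same cells, so their directions here are not independent evidence. Itgam had 40 UMIs in the WT pool and 384 in the KO pool, a log2 ratio of 3.67 (3.20 to 4.18). Tyrobp had 886 and 2100 UMIs, with a log2 ratio of 1.65 (1.54 to 1.77). For Ddx4 the counts were 102 and 1007, and the log2 ratio was 3.71 (3.42 to 4.02). It was 2.81 with the authors' normalized values and 3.06 with thinned cells, both below that interval. Of the Ddx4 UMIs in the WT pool, 75.5% lay in 59 cells with over 1000 CPM of oocyte genes, which are described among the other observations. Without such cells the log2 ratio of Ddx4 was 5.33. Mt1 fell from 1911 to 240 UMIs, a log2 ratio of -2.58 (-2.78 to -2.39). Esam fell from 2241 to 645, with a log2 ratio of -1.39 (-1.52 to -1.26). Gimap4 fell from 242 to 29, with a log2 ratio of -2.65 (-3.26 to -2.09). Ddx4 was not alone in leaving its interval: with thinned cells, 24 of the 32 named genes did so. Tyrobp was then 2.13, Esam -1.87 and Itgam 3.09. The Tyrobp ratio was also 2.04 with the authors' normalized values, and 2.19 without 1 WT cell that held 275 of its UMIs.

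**Figure D1:**
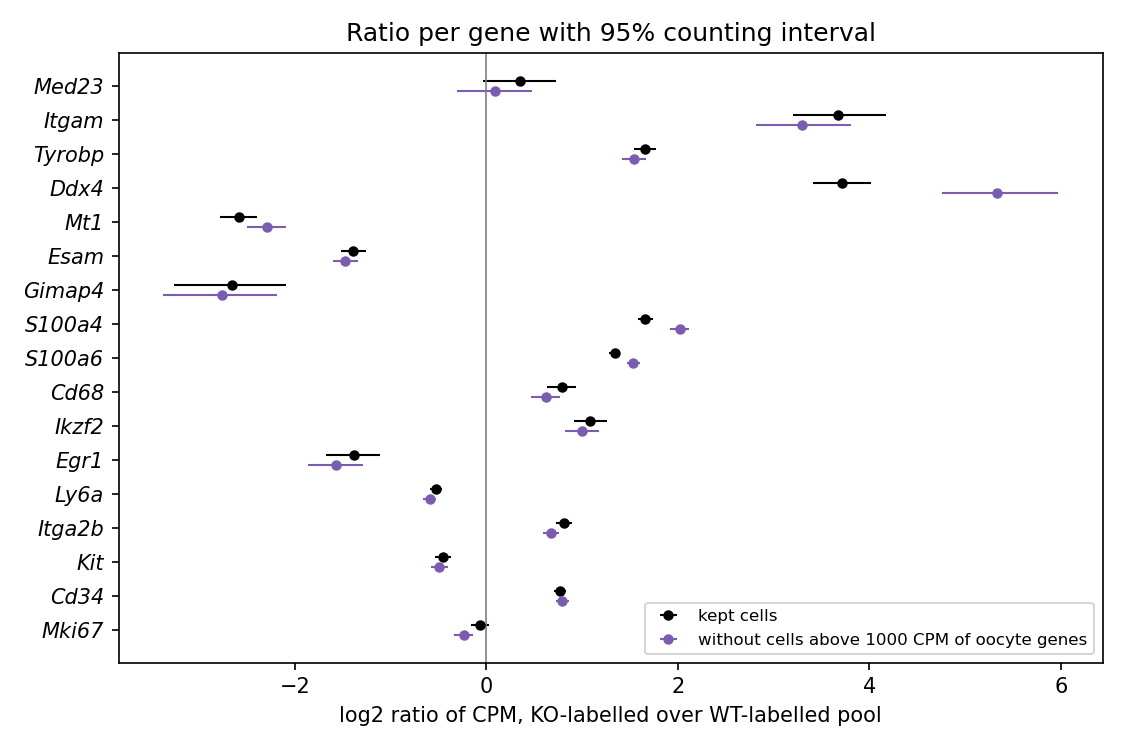
Log2 ratio of CPM in the pool labelled KO over the pool labelled WT (x axis) for Med23 and genes the study names (y axis), with bars for the 95% counting interval. Black points are the kept cells and violet points leave out cells with over 1000 CPM of oocyte genes; Med23 lies at 0.35 and 0.09, and of the genes drawn Ddx4 moves most, from 3.71 to 5.33 (H19 is not drawn).

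Of 18 genes taken from those the study names, 17 were in the table and Cebpa was not analysed here. Hif, also named as lower, does not give the symbol of a single gene and was not analysed here. The counting interval lay above 1 for 9 of them, below 1 for 7 and held 1 for 1, Mki67, at a log2 ratio of -0.06 (-0.16 to 0.03). This Mki67 value rests on a single cell labelled KO with 365 of the 1553 KO UMIs: without it the log2 ratio was -0.45 (-0.55 to -0.35). It was -0.43 with the authors' normalized values and -0.24 (-0.33 to -0.14) without the cells with oocyte transcripts. The genes named from bulk RNA as higher were higher here as well, with log2 ratios of 1.66 for S100a4, 1.34 for S100a6, 0.79 for Cd68 and 1.09 for Ikzf2. Of those named as lower, the ones analysed were lower, at -1.39 for Egr1 and -0.53 for Ly6a, and H19 had 232 UMIs in the WT pool and 1 in the KO pool (ratio interval 0.000144 to 0.0322). Of the H19 UMIs in the WT pool, 90.1% lay in the 59 cells with oocyte transcripts, and without such cells H19 had 23 and 1 UMIs (0.00107 to 0.272). Itga2b, which encodes CD41, had a log2 ratio of 0.81, Kit -0.45 and Cd34 0.77. These directions held under every alternative run. The mean over cells of log2(CPM/100 + 1) moved the medians of these genes most, to 0.35 for those named as higher and -0.25 for those named as lower, on a scale that shrinks the ratios of low genes.

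The study gave chi-squared tests for Itgam, Tyrobp, Ddx4, Mt1, Esam and Gimap4 but did not state what was counted. The share of cells with a UMI was measured here, at an equal depth of 20000 UMIs. Itgam was detected in 2.70% of cells labelled WT (95% interval 1.09 to 5.49) and 17.5% of cells labelled KO (12.9 to 23.0). Tyrobp was detected in 17.0% (12.6 to 22.1) and 44.9% (38.4 to 51.5), and Ddx4 in 5.79% (3.28 to 9.37) and 31.2% (25.3 to 37.6). Shares were lower in KO for Mt1, at 30.9% (25.3 to 36.9) and 7.26% (4.29 to 11.4), and for Esam, at 54.4% (48.2 to 60.6) and 22.6% (17.5 to 28.6). Gimap4 was found in 5.41% (2.99 to 8.90) and 1.28% (0.265 to 3.70) of cells, and these intervals overlap. Kit was found in 71.4% and 59.8%, Ly6a in 70.3% and 54.3%, Cd34 in 71.0% and 86.8% and Mki67 in 23.9% and 20.1% of cells labelled WT and KO. As a gauge of transcripts foreign to blood cells, Zp3, an egg coat gene, was detected in 44.8% (38.6 to 51.1) of cells labelled WT and 8.12% (4.96 to 12.4) of cells labelled KO. The shares of Itgam, Tyrobp, Ddx4, Mt1, Gimap4 and Mki67 in WT, and those of Mt1 and Gimap4 in KO, were below the Zp3 share of the same label, so these are not read as shares of cells expressing the gene. Without thinning, Itgam was found in 3.86% and 27.4%, Tyrobp in 27.0% and 56.4%, Ddx4 in 10.8% and 40.2%, Mt1 in 49.0% and 10.7%, Esam in 69.1% and 33.3%, Gimap4 in 13.5% and 2.56%, Kit in 86.5% and 72.6%, Ly6a in 87.3% and 70.5%, Cd34 in 83.0% and 92.7% and Mki67 in 40.2% and 30.8%.

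**Figure D2:**
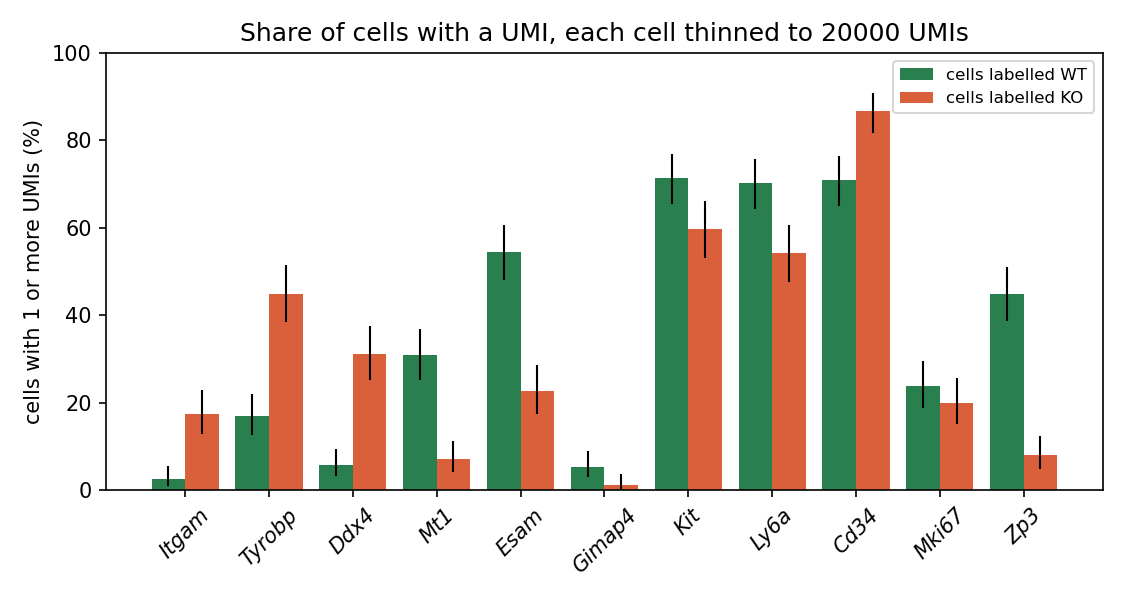
Percentage of cells with 1 or more UMIs of each gene (y axis) after thinning each kept cell to 20000 UMIs, in 259 cells labelled WT (green) and 234 labelled KO (orange), with exact 95% binomial intervals. Itgam, Tyrobp, Ddx4 and Cd34 are higher in KO, and Zp3, a gene foreign to blood cells, is found in 44.8% of cells labelled WT.

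Lineage programs were compared with gene lists, and each median was set beside 10000 random lists of equal size and expression. The GM progenitor list (15 of 26 genes in the table, 3 of them named by the study) had a median log2 ratio of 0.79, above all random lists (percentile 100), with 10 members higher and 5 lower. The study names Cd68, S100a4 and S100a6 as higher, and without them the other 12 genes had a median of 0.42 at percentile 99.1, with 7 higher and 5 lower. Without the cells with oocyte transcripts these 12 genes had a median of 0.31 at percentile 94.5, inside the central 95% of random lists. The lymphoid list (10 of 27 genes) had a median of 0.56 at percentile 99.7. The megakaryocyte list (20 genes) had a median of 0.12 at percentile 79.5 but a mean of -0.18. The erythroid list (11 genes) had a median of 0.08 at percentile 62.1, and the HSC maintenance list (29 genes) a median of -0.05 at percentile 28.0 with a mean of 0.07. The lymphoid list moved most with the mean over cells of log2(CPM/100 + 1), to 0.038 on that smaller scale, where it was at percentile 94.8 and inside the central 95% of random lists. Among ratios it moved most with the authors' normalized values, to 0.24 at percentile 98.7, and it was 0.37 at percentile 98.1 with thinned cells, where the central 95% of random lists reached 0.19 and 0.34. With the authors' normalized values the medians of the megakaryocyte and erythroid lists changed sign, to -0.11 and -0.41.

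Of the other lists, immediate early genes (16 genes) had a median of 1.09 and interferon response genes (28 genes) a median of 0.70, both above all random lists; 14 and 27 of their members were higher. Egr1 and Myc went against their list, at -1.39 and -1.37. The G2M phase list (24 genes) had a median of -0.72, below all random lists, with 22 members lower, and the S phase list (21 genes) a median of -0.12 at percentile 8.71. Mediator subunits (32 genes) had a median of -0.10 at percentile 7.82. The 5 sort markers had a median of -0.45 at percentile 2.66, and of -0.24 at percentile 12.6 with thinned cells, with Slamf1, which encodes CD150, at -2.26 and Cd48 at -0.37 (-0.78 to 0.02). The macrophage list had 3 genes and a median of 0.19 at percentile 80.2. The stroma and endothelium list had 5 genes and a median of -4.27 at percentile 0.05, with 4 members lower and 1 higher. Col1a1 had 345 UMIs in the WT pool and 4 in the KO pool, Emcn had 472 and 707, and the log2 ratio of the summed CPM of the list was -0.37. The neutrophil list had 2 genes in the table, S100a8 and S100a9, with 506 UMIs together in WT and 185 in KO. The X inactivation list was not analysed here.

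**Figure D3:**
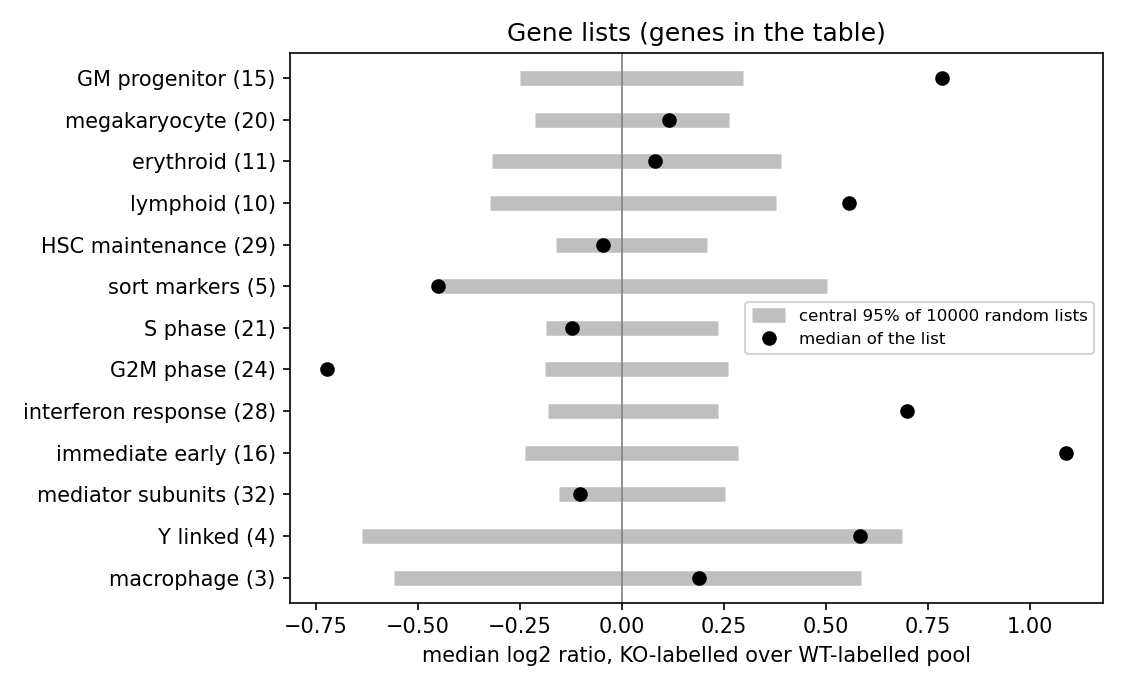
Median log2 ratio of each gene list in the pool labelled KO over the pool labelled WT (x axis, points), with the central 95% of 10000 random lists of equal size and expression (grey bars) and the number of genes in brackets. The GM progenitor, lymphoid, interferon response and immediate early lists lie above their bars and the G2M phase list, at -0.72, below, but the lymphoid list lies inside with the mean over cells of log2(CPM/100 + 1), as do the 12 GM progenitor genes the study does not name without the cells with oocyte transcripts; the stroma and endothelium list, at -4.27, is not drawn.

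By the rule of size, the 5 largest ratios in the KO direction were those of Car1, 4631405J19Rik, Ddx4, Il1r1 and Itgam. Car1 had 3 UMIs in the WT pool and 989 in the KO pool (ratio 438, 149 to 2125), but 955 of these lay in 1 cell; without it the counts were 3 and 34, a log2 ratio of 3.91 (2.24 to 6.26). 4631405J19Rik had 26 and 300 UMIs, a log2 ratio of 3.94 (3.36 to 4.57), and Il1r1 had 32 and 309, a log2 ratio of 3.68 (3.15 to 4.25). In the WT direction they were Fbxw18 with 1532 and 3 UMIs, Fbxw27 with 978 and 3, Oas1e with 1155 and 4, Fbxw16 with 732 and 2 and Khdc3 with 3925 and 19. Fbxw18, Fbxw27 and Fbxw16 belong to a family of similar genes, and reads could have been split among them. Between 93.1% and 96.5% of the WT UMIs of these 5 genes lay in the 59 cells with oocyte transcripts.

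**Figure D4:**
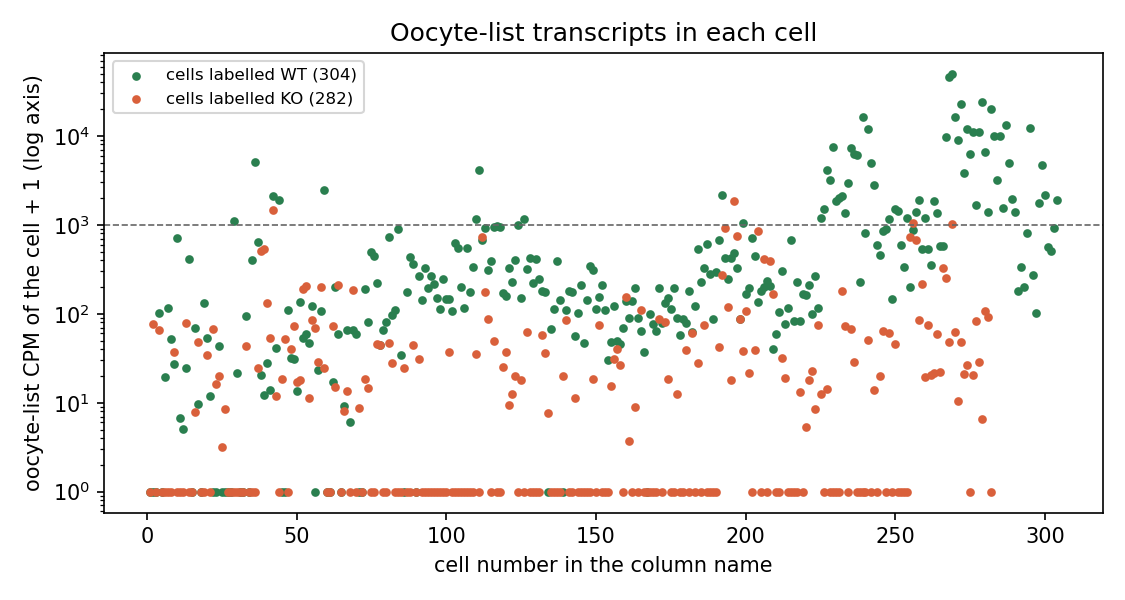
CPM of 20 oocyte genes together in each cell, plus 1 (y axis, log scale), against the cell number in the column name (x axis), for 304 cells labelled WT (green) and 282 labelled KO (orange). The dashed line marks 1000 CPM, which 65 cells labelled WT and 4 labelled KO exceed; most of the former have high cell numbers.

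As a check of sex, the Y-linked genes were examined. Ddx3y had 703 UMIs in the WT pool and 1074 in the KO pool, Eif2s3y 1229 and 1314, Kdm5d 306 and 174 and Uty 151 and 180. Their median log2 ratio was 0.58 at percentile 95.3, inside the central 95% of random lists. It was 0.26 at percentile 77.0 with thinned cells and 0.33 at percentile 93.8 with the authors' normalized values. At equal depth, 66.4% (60.3 to 72.1) of cells labelled WT and 73.5% (67.4 to 79.0) of cells labelled KO had a UMI of at least 1 of the 4 genes.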

Values the study reported

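The study retained 586 single cells for analysis. It excluded cells with fewer than 2000 detected genes or 20,000 transcripts, and it kept genes whose averaged count exceeded 0.2. It reported 78 genes upregulated and 263 downregulated in Med23-deficient HSCs.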

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

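TMM scaling, the authors' normalized values, leaving out the cell with the most UMIs of a gene, list genes with a mean above 1 UMI, list genes the study does not name, thinning to 10000 UMIs in the same kept cells and leaving out cells with over 1000 CPM of oocyte genes were alternatives chosen after the data were seen. No paired analysis was possible because the columns carry no replicate number and no result comes from a test. For the same reason the planned leave-one-library-out, 2-fold threshold, replicate block, set tests and model-based tests were not run. An analysis without a gene filter was not run either, since the table was filtered before deposit, and ratios of summed counts use no pseudocount.

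Med23 and the erythroid list each changed direction under 4 alternatives. The log2 ratio of Med23, 0.35, became -0.40 with a minimum of 3000 genes and 30000 UMIs, -0.13 with the authors' normalized values and -0.047 without the cell that held the most of its UMIs; in the last case the change follows from the removal of 28 of 117 UMIs, and for the others the cause was not tested. On the scale of the mean over cells of log2(CPM/100 + 1) it was -0.0030. It ranged from -0.40 to 0.53 over 9 alternatives on the ratio scale. The erythroid median, 0.08, became -0.11 with thinned cells, -0.049 with the mean over cells, -0.41 with the authors' normalized values and -0.098 without the top cell of each gene, and the cause was not tested. None of the 3 scalings changed the direction of any of the 32 named genes or 14 lists, since they shifted every ratio by -0.03 or less in size.

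The mean over cells of log2(CPM/100 + 1) gave smaller values by construction. On this scale the genes the study names as higher had a median of 0.35 and those named as lower -0.25; the G2M phase list was at -0.10, the interferon response list at 0.089 and the immediate early list at 0.25, each in its former direction. The distance from the 5th to the 95th percentile of all log2 ratios was 2.63. It was 2.57 with every cell, 2.76 with the stricter minimum, 2.47 with thinned cells, 0.31 on the scale of the mean over cells, 2.34 with the authors' normalized values, 2.36 without the top cell of each gene and 2.50 without the cells holding oocyte transcripts.

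On the ratio scale the GM progenitor median ranged from 0.42 to 0.87, the immediate early median from 1.01 to 1.20 and the G2M phase median from -0.94 to -0.59 over 11 alternatives, and the lymphoid median from 0.24 to 0.67 and the interferon response median from 0.52 to 0.75 over 10. The lowest GM progenitor value was that of the 12 genes the study does not name. The Y-linked median ranged from 0.26 to 0.61 over 9 alternatives and was lowest with thinned cells. The lymphoid list lay above the central 95% of random lists under every alternative but the mean over cells of log2(CPM/100 + 1), where it was at 0.038 and percentile 94.8. The medians of the megakaryocyte (-0.11 to 0.16), erythroid (-0.41 to 0.14), HSC maintenance (-0.09 to 0.07), Mediator subunit (-0.25 to 0.02) and macrophage (-0.12 to 0.30) lists went both ways, so no direction is read from them. Apart from Med23, the only named gene that changed direction was Cd48, which did so when cells were thinned and without its top cell.

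The KO to WT ratio of median UMIs per cell, 0.843, was 0.839 with every cell, 0.777 with the stricter minimum and 0.881 without the cells holding oocyte transcripts. For detected genes per cell it was 0.944, and 0.949, 0.932 and 0.9498 under the same settings. The correlation of the pools, 0.905, was 0.918 by Spearman's rho, 0.901 over genes with a mean above 1 UMI, 0.864 with a pseudocount of 0.1 and 0.936 without the cells holding oocyte transcripts.

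Without thinning, the difference in share of cells between KO and WT grew from 14.8 to 23.5 percentage points for Itgam, from -23.6 to -38.4 for Mt1 and from -4.12 to -10.9 for Gimap4, and it shrank from 15.7 to 9.72 for Cd34. With a minimum of 2 UMIs it shrank to 7.82 for Itgam. Thinning to 10000 UMIs took in shallower cells as well, 301 labelled WT and 282 labelled KO, and the difference for Kit shrank from -11.6 to -4.02; in the kept cells alone it was -5.90. The direction was kept in 38 of 40 comparisons of shares with an alternative. The exceptions were both for Mki67 at 10000 UMIs, from -3.85 to 2.96 percentage points with the shallower cells and 1.87 in the kept cells. Depth limits the genes with few UMIs: the counting interval of Med23 spans 0.979 to 1.65 as a ratio, and H19 rests on 1 UMI in the KO pool.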

Other observations

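The tests of the oocyte explanation for patterns other than Ddx4 and the oocyte transcripts themselves, of deeper sequencing of cells labelled WT, of Med23, of mature neutrophils and of GM progenitor genes the study does not name were chosen after the result was seen. The labels number batches 1 to 4 in both genotypes, but the table does not give the batch of a cell, so neither a pairing of the batches nor a difference between them was tested for any pattern below, and both stay open. A biological difference between the genotypes also stays open and untested.

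Transcripts typical of oocytes were found in the cells labelled WT. A list of 20 oocyte genes, written after some of them had been seen among the largest ratios, had 48100 UMIs in 304 cells labelled WT and 867 in 282 labelled KO. Zp3 had 8547 and 126 UMIs, and H1foo 9522 and 192. In 65 cells labelled WT and 4 labelled KO the list exceeded 1000 CPM, up to 49624 CPM in 1 cell. Of the 65 cells, 51 were among the 76 with the highest cell numbers, but the median over all cells labelled WT was 197 CPM against 7.52 in KO. A second list, with 21 genes in the table and not used to find these cells, was 17.3 times higher in them than in other cells labelled WT, which is consistent with RNA of oocytes in these cells. Of the 21 genes, 20 were higher in these cells. In the KO pool 1 gene of the first list and 2 of the second reached 10 CPM. Expression by blood cells and a lower level of oocyte RNA in KO were not told apart. In KO, 75.5% of the UMIs of the first list lay in the top 10% of cells, against 87.5% in WT. Deeper sequencing is argued against: with cells thinned to 20000 UMIs, the first list was 26.1 times higher in WT than in KO. The cells held the blood cell transcript Ptprc too, at 145 CPM against 149 CPM in the other cells labelled WT. Kit was at 141 and 161 CPM, but is not read as a mark of blood cells here. Whether whole cells, free RNA or barcodes shared with another library brought these transcripts was not tested.

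The 5 largest lower ratios in the KO pool may come from this RNA. For the 4 of these genes not used to pick the cells, 94.9% of the WT UMIs lay in the cells above 1000 CPM of oocyte genes, which held 23.9% of all WT UMIs. Without these cells the log2 ratios of the 5 genes shrank but stayed well below 0, at -4.15 for Fbxw18, -4.46 for Fbxw27, -3.65 for Oas1e, -3.35 for Fbxw16 and -3.54 for Khdc3. Whether oocyte RNA in the remaining cells accounts for the rest was not tested. Mt1, Esam and Gimap4 behaved differently: without these cells their median log2 ratio was -2.29, against -2.58 with them, so oocyte RNA is argued against as the whole cause. Ddx4 is a germ cell gene, yet it was higher in the KO pool, where the oocyte list was far lower. Cells labelled KO with a Ddx4 UMI held 1.55 times the oocyte list of those without, at 60.5 and 39.0 CPM, which is small beside the level in WT cells and argues against oocyte RNA as the source of the KO signal. What else could raise Ddx4 was not tested.

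Med23 UMIs were not lower in the KO pool. Too few UMIs to see a full loss is argued against, since the lower bound of the KO to WT ratio was 0.979, and it was 0.542 under the stricter cell minimum. Transcripts left after deletion of internal exons would still be counted at the 3' end and may keep the ratio, 1.27, near 1. Cells that escaped deletion or carry a wrong label would do so too. These cannot be told apart here, because UMIs at the 3' end do not show which exons a transcript holds. The paper reports that poly(I:C) ablated Med23 efficiently in blood-forming tissue, which bears against wide escape from deletion. Whether it holds for the cells sequenced here was not tested.

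The GM progenitor list was higher in the KO pool at 0.79. Its median was 0.61 without cells above 1000 CPM of oocyte genes, 0.87 with cells thinned to 20000 UMIs and 0.75 after the trend with GC content and transcript length was taken out. The list holds 3 genes the study names as higher. Under the same 3 tests the other 12 had medians of 0.31, 0.41 and 0.47, against 0.42 before, at percentiles 94.5, 99.4 and 99.7 of random lists. The trend with GC content and length is therefore argued against as the whole cause, as is the greater weight of deep cells in the pools. Thinning keeps the expected proportions within a cell, so it cannot decide on other effects of depth. Oocyte RNA is not, since without those cells the 12 genes were no longer outside the central 95% of random lists, and its part in the difference stays open. The interferon response list gave 0.75, 0.57 and 0.69 under the same 3 tests, the immediate early list 1.08, 1.20 and 0.98, and the G2M phase list, lower in KO, -0.59, -0.76 and -0.71. These 3 lists kept their direction and most of their size. This argues against the cells above the oocyte limit, the weight of deep cells, and the GC and length trend as the whole cause. Removing these cells lowered the second oocyte list in the WT pool from 1088 to 215 CPM, against 130 in KO, so some oocyte RNA was left. Differences in handling of the libraries, which could act on immediate early genes, stay open beside a difference between the genotypes. The paper raises stress from poly(I:C) as a possible cause of its HSC phenotype. It reports similar changes in cell numbers when tamoxifen was used to delete Med23. An effect of poly(I:C) on these lists, the interferon response list among them, was not tested here.

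Itgam and Tyrobp were higher in the KO pool. Mature neutrophils among the cells labelled KO are argued against, since S100a8 and S100a9 together had a log2 ratio of -1.04, with 23.6 CPM in WT and 11.4 CPM in KO. A subset of KO cells carrying both genes was not resolved: 20 of 234 cells had both at equal depth, 1.09 times the 18.4 cells predicted from independent shares, with a counting interval of 12.2 to 30.9 cells.

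Of the Car1 UMIs, 955 lay in 1 cell labelled KO with 97232 UMIs. The other 10 erythroid list genes of that cell were at percentile 99.6 of KO cells, which is consistent with an erythroid-lineage cell. Without that cell, 34 UMIs were left in the KO pool against 3 in the WT pool, a log2 ratio of 3.91 (2.24 to 6.26) in place of 8.77, so the size of the Car1 ratio, but not its direction, rests on that cell.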
